# Genome-wide excision repair in *Arabidopsis* is coupled to transcription and reflects circadian gene expression patterns

**DOI:** 10.1038/s41467-018-03922-5

**Published:** 2018-04-17

**Authors:** Onur Oztas, Christopher P. Selby, Aziz Sancar, Ogun Adebali

## Abstract

Plants are exposed to numerous DNA-damaging stresses including the exposure to ultraviolet (UV) component of solar radiation. They employ nucleotide excision repair to remove DNA-bulky adducts and to help eliminate UV-induced DNA lesions, so as to maintain their genome integrity and their fitness. Here, we generated genome-wide single-nucleotide resolution excision repair maps of UV-induced DNA damage in *Arabidopsis* at different circadian time points. Our data show that the repair of UV lesions for a large fraction of the genome is controlled by the joint actions of the circadian clock and transcription by RNA polymerase II. Our findings reveal very strong repair preference for the transcribed strands of active genes in *Arabidopsis*, and 10–30% of the transcription-coupled repair is circadian time-dependent. This dynamic range in nucleotide excision repair levels throughout the day enables *Arabidopsis* to cope with the bulky DNA lesion-inducing environmental factors including UV.

## Abstract (web summary)

Plants use nucleotide excision repair to maintain genome integrity in response to damage caused by stresses such as UV radiation. Here Oztas et al. use genome-wide profiling to show that excision repair in *Arabidopsis* is strongly coupled to transcription and reflects circadian patterns of gene expression.

## Introduction

Plants are sessile and rely on photosynthesis to harvest energy. Thereby, they are exposed to a substantial amount of the ultraviolet (UV) component of solar radiation and other environmental stresses throughout the day^1^. This lifestyle inflicts a high level of DNA damage on the plant genome that impairs genome integrity, growth and development^2,3^. Nucleotide excision repair (excision repair) corrects a wide range of bulky DNA adducts and it is the sole mechanism to repair the majority of these lesions^4^. UV-induced DNA lesions, in the form of cyclobutane pyrimidine dimers (CPDs) and (6–4) pyrimidine-pyrimidone photoproducts, are repaired by excision repair and blue light-dependent photoreactivation. Excision repair pathway directly recognizes bulky DNA lesions (global repair) and removes the lesion-containing oligomers by concerted dual (5′ and 3′) incisions, followed by gap filling and ligation^4^. The repair rate is strongly stimulated by the lesion which blocks the transcription by RNA polymerase II (transcription-coupled repair, TCR).

Excision repair has been relatively well characterized in mammalian cells, which requires six factors (XPA, RPA, XPC, TFIIH, XPG and XPF-ERCC1) to incise and release the lesion-containing oligomers. In addition to these factors, CSA and CSB proteins are needed to remove DNA lesions by TCR. Mammalian excision repair genes are conserved in *Arabidopsis thaliana* and other plants; however, they lack an apparent *XPA* ortholog^5,6^. Nevertheless, in addition to photoreactivation, *Arabidopsis* has been shown to perform mammalian-type excision repair to remove UV-induced DNA lesions^7–10^. Furthermore, plants defective in excision repair exhibit UV hypersensitivity^2,11,12^. In the absence of excision repair, plant genomes accumulate mutations even in a UV-free condition^2^, which implies that excision repair has a broader range of substrates in plants, as in all other organisms investigated. Therefore, excision repair is vital in maintaining genome integrity and plant fitness against the bulky adducts induced by a variety of sources.

Although excision repair has been identified in plants, the profile and dynamics of this repair mechanism throughout the genome and its regulation remain poorly understood. Herein, we generated the genome-wide excision repair map of CPDs at single-nucleotide resolution and investigated roles of global regulatory mechanisms on excision repair in *Arabidopsis*. We find that transcription is the major factor determining the excision repair profile of transcribed strand (TS) of expressed genes throughout the genome. TCR exhibits circadian rhythmicity in 10–30% of total genes. The synchronized repair rhythmicity in clusters of genes coordinates the repair of biological pathways throughout the day. Our study monitored the genome-wide dynamics of nucleotide excision repair which is an important mechanism that plants use to cope with bulky lesion-inducing environmental factors, specifically the UV component of solar radiation.

## Results

### Excision repair map of CPDs at single-nucleotide resolution

We used the excision repair-sequencing (XR-seq) method to create genome-wide excision repair maps of CPD damage. Briefly, we isolated the CPD-containing oligonucleotides removed by excision repair and amplified them to generate libraries. Then, we sequenced the libraries and aligned the reads to *Arabidopsis* genome^13,14^. 

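XR-seq reads the short oligonucleotides that are cut out around a lesion, so each read marks a repair event and the strand it took place on. The analysed data are 16 libraries of excised oligonucleotides carrying CPDs, from 10-day-old Col-0 seedlings that received a UVC dose of 120 J/m2 and were then given 30 min of repair. They form 2 experiments of 8 libraries each, collected at different times of the day and used here as biological replicates. Experiment 1 was sequenced on the HiSeq 4000 platform and experiment 2 on the HiSeq 2500 platform, so the experiment and the sequencing batch cannot be told apart. For every library the authors deposited the repair level of each gene in RPKM, separately for the transcribed strand (TS) and the non-transcribed strand (NTS), after trimming, alignment to TAIR10 with Bowtie and removal of duplicated reads. The tables list 27416 genes, of which 27206 lie on the 5 nuclear chromosomes. Multiplied by the gene length, 100% of the values were whole multiples of the value of a single read, which gives the number of reads behind each value. By this measure the libraries of experiment 1 held between 15112880 and 20605248 reads (median 19221349.5) and those of experiment 2 between 11137734 and 13553447 reads (median 11953107.5). The deeper libraries of experiment 1 had no TS read on a median of 68 nuclear genes, against 160.5 in experiment 2. Duplicates had already been removed and the reads carry no molecular identifiers, so read numbers give the counting error only. To compare strands, the read numbers were summed over the 4 libraries of ZT2, ZT8, ZT14 and ZT20 of each experiment. The 4 libraries of ZT5, ZT11, ZT17 and ZT23 were summed likewise. Each sum was divided by the summed library reads and the gene length, which gives RPKM in 4 pools per strand. The grouping of time points is that of the paper, which describes merged samples. The TS and NTS pools were compared with limma on log2(RPKM + 0.1), with Benjamini-Hochberg adjustment over all 27206 genes. Log2 ratios are on this scale and understate the difference for genes with low values. The 4 pools come from 2 experiments, and pools of the same experiment are not independent of each other. The SDs and p-values over pools treat them as 4 replicates, so they may understate the uncertainty.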

We applied XR-seq to *Arabidopsis* seedlings that were harvested 30 min after UV treatment (Supplementary Fig. 1). This is a relatively early time point in the CPD repair time course which takes hours to complete^10^. To prevent photoreactivation, we kept the seedlings in the dark after UV-irradiation. Consistent with our previous work with the T87 *Arabidopsis* cell line^10^, we detected primary excision products 23–27 nts in length, as shown with excision assay results (Supplementary Fig. 2), and with XR-seq results (Supplementary Fig. 3) illustrating frequency distribution of excision product lengths associated with plants irradiated at several circadian time points (ZT2-ZT23, discussed below). The primary excision products are produced by incisions 4–6 nt 3′ and 18–21 nt 5′ from the adduct^10^, which is indicated by the frequency of nucleotides at each position of a 27mer excision product (Supplementary Fig. 4a). We also detected a population of fragments 10 to 22 nt in length (Supplementary Fig. 3). Shortening of excision products from 24–32 to 10–20 nt is associated with the loss of nucleotides from the 5′ end, which we inferred from the thymine enrichment at a fixed position relative to the 3′-end in excision products 11 to 32 nt in length (Supplementary Fig. 4b). This loss is consistent with the pattern of degradation from the 5′ end observed in other eukaryotes.

### Transcription and excision repair

The *Arabidopsis* genome has orthologs of mammalian CSA and CSB genes known to be required for TCR. Also, a preliminary study showed TCR in a single *Arabidopsis* gene by demonstrating that the TS is repaired about five-fold more efficiently than the non-transcribed strand (NTS)^15^. 

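The region of chromosome 5 from 15392000 to 15492000 (TAIR10), which is 100 kb long, holds 27 annotated genes. In 24 of them TS repair was above NTS repair and in 2 it was below, at an adjusted p-value under 0.05 from limma, and 1 gene showed no significant difference. The median TS/NTS ratio of the 27 genes was 4.47. The log2 ratio had the same sign in experiments 1 and 2 for all 27 genes, and the median difference in log2 ratio between the experiments was 0.23. The strongest preference for the TS was found in AT5G38650, on the minus strand from 15470961 to 15472815. It had 21.4 ± 0.859 RPKM on the TS and 1.12 ± 0.0759 RPKM on the NTS (SD, n = 4 pools), a log2 ratio of 4.14 (standard error 0.07, adjusted p = 4.72e-13 from limma). Its log2 ratio was 4.13 in experiment 1 and 4.14 in experiment 2. At the other end, AT5G38680, on the plus strand from 15477324 to 15479040, had 0.566 ± 0.126 RPKM on the TS and 1.29 ± 0.120 RPKM on the NTS (SD, n = 4 pools). The log2 ratio of AT5G38680 was -1.08 (standard error 0.15, adjusted p = 3.55e-05 from limma), and an annotated gene on the opposite strand overlaps it by 340 bp.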

We therefore first analyzed the effects of transcription on repair by examining repair asymmetry between strands and found that *Arabidopsis* exhibits an unprecedented preference for the TS over NTS repair in a set of, presumably transcriptionally active, annotated genes, that is consistent across biological replicates (Fig. 1a). 

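Over the whole nuclear genome, TS repair was significantly above NTS repair in 21439 genes (78.8%) and significantly below it in 3317 genes (12.2%), while 2450 genes (9.01%) showed no significant difference. With the pool number as a replicate block, so that the TS and NTS of a pool are paired, the counts were 21487 and 3345. The pairing check gave a mean correlation of the TS and NTS deviations of 0.0695 for strands of the same pool and -0.0230 for strands of different pools. Of the alternatives tried, the largest change came from a minimum mean of 1 RPKM, which left 2454 genes with TS below NTS. The median TS/NTS ratio of the 27203 genes with reads on both strands was 4.69, with an interquartile range of 1.53 to 10.8, and 7573 genes (27.8%) had a ratio above 10. Between the pools the median ratio varied only from 4.64 to 4.79. Of the genes with a significant difference, 99.9% had the same direction in both experiments and 98.8% in all 4 pools. These genes were selected on the same pools, so this agreement is not an independent check. The log2 ratios of the 2 experiments had a Pearson correlation of 0.973 across genes, which are not independent replicates. Genes without a significant difference had a median level of 1.28 RPKM over both strands, compared with 7.07 RPKM for the genes with more repair on the TS and 1.25 RPKM for the genes with more repair on the NTS. Among genes with at least 5 RPKM on the stronger strand, the largest log2 ratios were those of AT5G28390 (7.26), AT5G28400 (7.02) and AT1G17990 (6.66). AT5G28390 lies on chromosome 5 from 10342024 to 10342997 and had 38.7 ± 1.35 RPKM on the TS against 0.157 ± 0.0534 RPKM on the NTS (SD, n = 4 pools). The smallest log2 ratios were those of AT5G23411 (-7.13), AT3G14981 (-5.37) and AT3G22183 (-5.21), and each of these genes is overlapped by an annotated gene on the opposite strand. AT5G23411 lies on chromosome 5 from 7886644 to 7886790, and 142 bp of it are overlapped. It had 0.290 ± 0.209 RPKM on the TS and 45.5 ± 3.52 RPKM on the NTS (SD, n = 4 pools).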

For the majority of the annotated protein-coding genes (~27,000) the TS is repaired preferentially (Fig. 1b). The genes showing no strand preference for repair are either non-transcribed or weakly transcribed. Those with TS/NTS <1 are mostly genes with apparent overlapping annotated or unannotated anti-sense transcription (Supplementary Fig. 5). 

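Overlaps were counted with the 37899 genes of the reference annotation of the same build, in which 26719 of the nuclear genes have an entry, all of them on the same chromosome and strand. Of the genes with significantly more repair on the NTS, 750 (22.6%) overlap an annotated gene on the opposite strand by at least 1 bp. The share was 17.7% among the genes with more repair on the TS, an odds ratio of 1.36 (Fisher's exact test, two-sided, p = 3.84e-11). Overlaps that cover at least 50% of the gene were found in 9.65% of the former and 1.95% of the latter (Fisher's exact test, p = 2.38e-92). When each gene was extended by 500 bp at both ends, the shares were 47.1% and 46.7% and no longer differed (Fisher's exact test, p = 0.667). The remaining 1755 genes with more repair on the NTS had no annotated gene on the opposite strand within this distance. Transcription from unannotated genes was not analysed here. The median TS/NTS ratio of all genes with more repair on the NTS was 0.526.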

We next determined the repair profiles of the transcribed and flanking regions of the ~9000 expressed genes previously reported to be actively transcribed by the GRO-seq method (Fig. 1c)^16^. We found significant enrichment of repair in TS relative to NTS for each expression quartile. The repair peak near the transcription start site on the TS is potentially caused by abortive transcription^17^ rather than proximal promoter RNAPII pausing which is thought to be lacking in *Arabidopsis*^16^. The magnitude of TS repair positively correlates with the level of transcription (Spearman correlation coefficient: 0.46). However, TCR appears to be saturated in the highly expressed genes (Supplementary Fig. 6) which could be due to either a finite number of CPDs or the mechanistic limits of TCR. In addition, it appears that the NTS is repaired less efficiently than the intergenic regions, likely owing to TCR in the flanking regions caused by neighboring genes (Supplementary Fig. 7). The difference in repair activity between the two strands is not the result of sequence content bias. In fact, the overall dithymine (TT) frequency is slightly higher in the NTS (Supplementary Fig. 8). 

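Dithymine content was counted on the reference sequence for the 26719 genes with an entry in the annotation. The NTS had 11.8 TT per 100 dinucleotides and the TS 9.41, and 77.7% of the genes had more TT on the NTS. For all dipyrimidines the numbers were 28.5 on the NTS and 26.8 on the TS. Dividing the repair of each strand by its number of TT raised the median TS/NTS ratio from 4.79 to 5.74, and dividing it by the number of dipyrimidines gave 5.04. TS repair exceeded NTS repair in 83.9% of these genes before the division, in 85.1% per TT and in 84.1% per dipyrimidine.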

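Reads on the TS of genes made up between 66.2% and 72.2% of each library, and reads on the NTS between 9.33% and 10.9%. The median TS level of the genes with more repair on the TS was 12.3 RPKM, while their median NTS level was 1.38 RPKM. The paper reasons from this asymmetry between strands, from its relation to transcription measured by GRO-seq, which was not analysed here, and from the TT content of the strands, which is not higher on the TS.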

We conclude that TCR dictates the genome-wide excision repair profile in *Arabidopsis* under our experimental conditions.

**Fig. 1:**
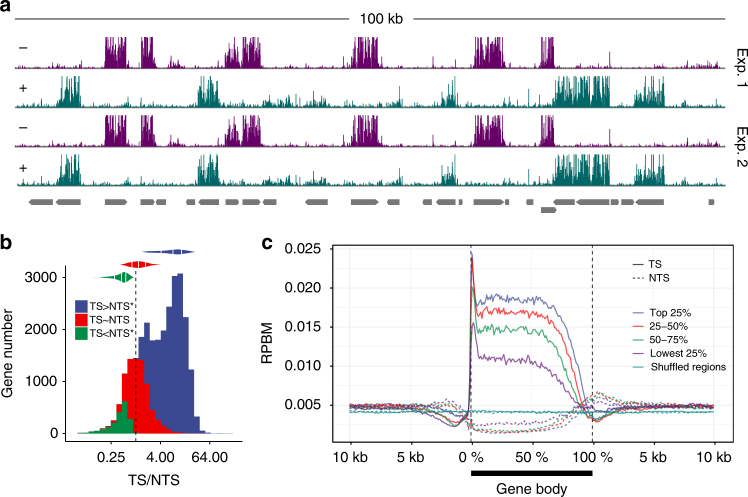
Prevalence of transcription-coupled repair throughout the genome. **a** Strand-specific XR-seq signals from two biological replicates illustrating the excision repair in the 100 kb region starting at 15,392 kb of chromosome 5. Purple and green represent plus (5′ to 3′—left to right) and minus (5′ to 3′—right to left) strands, respectively. Gray horizontal bars show the genes each of which has an arrow indicating its direction. **b** Distribution of TS/NTS repair ratios of the annotated protein-coding genes (~27,000) in histogram and violin plot format. Untransformed ratio values are shown on the log2-scaled *x*-axis. The vertical dashed line (*x* = 1) is where TS repair is equal to NTS. Blue (TS > NTS) and green (TS < NTS) represent significant asymmetrical repair between two strands (FDR < 0.05) and red shows the remaining genes. **c** Repair profiles of the transcribed and flanking regions of the ~9000 expressed genes. Gene body lengths are scaled to percentage and the length of each flanking region is 10 kb divided into bins of 100 bp. The genes were grouped into quartiles based on their transcription levels. Shuffled regions are the randomly repositioned genes by keeping their lengths constant

### Chromatin states and excision repair

In *Arabidopsis*, nine chromatin states enriched with combinatorial genomic elements have been identified^18^. We computed the repair level in each state to understand the impact of chromatin state on excision repair efficiency. The chromatin state 2 (transcription-start sites), 3 (5′ coding regions) and 4 (long coding regions) are repaired most efficiently followed by the state with the 3′ coding regions (Fig. 2a). The difference in repair between the 5′ and 3′ regions of the genes likely follows in part from the presence of multiple CPDs in many genes under our conditions (about 0.7/kb). Due to the concentration of RNAPII at the 5′ end of genes, and dissociation of the blocked RNAPII from the template during TCR^19^, there is a delay in transcription to lesions at the 3′-end of genes. The chromatin state 2 enriched in promoter proximal regions showed a slightly higher repair efficiency than state 4 with distal regulatory intergenic regions and Polycomb-mediated transcriptionally repressed state 5, consistent with the more open chromatin structure in the promoter proximal regions. We also observed higher repair levels in the non-transcribed open chromatin states 4 and 5 compared to heterochromatic states (8 and 9).

**Fig. 2:**
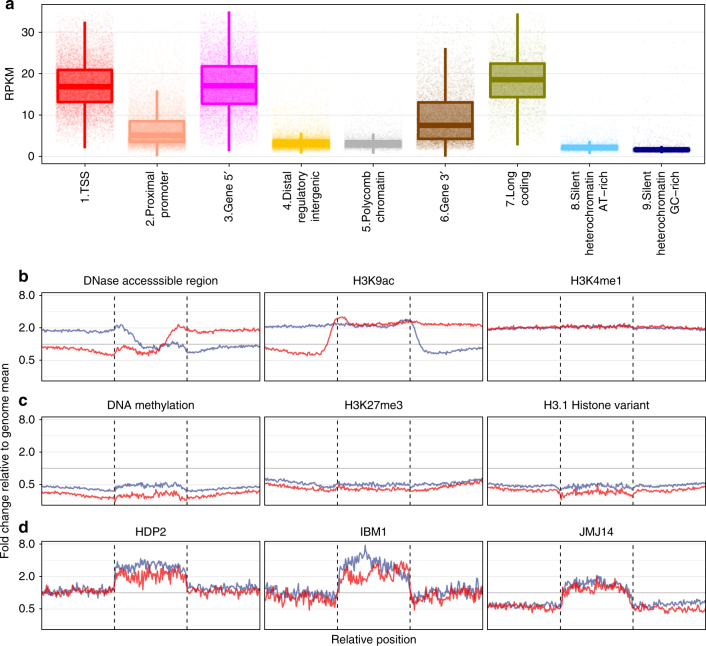
Chromatin state influence on genome-wide kinetics of nucleotide excision repair. **a** The level of excision repair for each chromatin state. In the boxplot, the middle line corresponds to median, the lower and upper hinges correspond to first and third quartiles. The whiskers extend from hinges to 1.5*IQR (inter-quartile range, the range between first and third quartiles). The excision repair profiles (**b**), at the sites of DNAse hypersensitivity, H3K9 acetylation, H3K4 monomethylation (**c**), in regions of DNA methylation, H3K27 trimethylation and H3.1 histone variant binding. **d** The change of excision repair level at the binding sites of HDP2, IBM1 and JMJ14. **b**–**d** The regions between vertical dashed lines are the sites (scaled to percentage) where the factor interacts with DNA and each flanking site is 1 kb. The log2-scaled *y*-axis show untransformed values of fold-change. The horizontal gray line (*y* = 1) is where the signal is equal to the genome mean. Blue and red represent plus and minus strands, respectively

Chromatin status at a locus is influenced by the presence of histone variants, histone posttranslational modifications and DNA methylation^20^. We therefore analyzed the effects of these factors on repair. We observed a higher repair efficiency in DNase accessible regions and at sites with H3K9ac and H3K4me1 marks, which are associated with open chromatin (Fig. 2b). The asymmetrical repair profiles of DNase accessible and H3K9ac-bound sites for each strand are due to the downstream transcribed regions. As expected, DNA methylation, trimethylation of H3K26 and the presence of H3.1 histone variant caused severe depression in the repair of both strands because these marks are associated with heterochromatin (Fig. 2c). The slight preference of repair in the minus strand is, in fact, a reflection of the asymmetrical TCR because of the uneven distribution of gene orientations on two strands. Finally, the binding of HDP2, an anti-silencing factor of DNA methylation^21^ and histone demethylases IBM1^22^ and JMJ14^23^ promoted the repair of both strands compared to the neighboring regions which are repaired at or below the average genome-wide repair level (Fig. 2d). By using chromatin databases derived from nonidentical growth regimes and developmental time points in our analysis, we reached the same conclusion that the repair level in euchromatic regions is favored compared to heterochromatic regions. Although chromatin landscape depends on the experimental conditions, the cumulative effects of each state (thousands of genomic locations) on repair were captured consistently. To sum up, our results confirmed the expectations that the euchromatic and transcribed regions are repaired more efficiently than heterochromatic regions.

### Circadian clock and excision repair

*Arabidopsis* possesses a rather sophisticated circadian clock in the form of a transcription–translation feedback loop that controls all major biochemical pathways including nearly 30% of all *Arabidopsis* genes^24–26^. Because plants are exposed to UV damage on a diurnal cycle, we hypothesized that excision repair may be influenced by circadian clock regulation. 

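For the circadian analysis the same 16 libraries were treated as a series over time, with 2 experiments of 8 time points (ZT2, ZT5, ZT8, ZT11, ZT14, ZT17, ZT20 and ZT23) and a single library per time point in each experiment. The seedlings grew under 16 h of light and 8 h of darkness. The time points are those of the paper and of the sample titles, whereas the growth protocol in the sample labels gives times from ZT1 to ZT22 at the same 3-h spacing. At each time point the TS values of the experiments had a Pearson correlation between 0.970 and 0.978 on the log2 scale and a Spearman correlation between 0.964 and 0.972 across genes, which are not independent replicates. Their read numbers differed by more than counting noise, with a chi-square of 5.70 to 7.60 per degree of freedom. Rhythmicity was tested with a 24-h cosine and sine fitted by limma to log2(RPKM + 1) over the 16 libraries, without a block for the experiment. A gene was called rhythmic at a Benjamini-Hochberg adjusted p-value under 0.05 and an amplitude above 1 RPKM, the thresholds of the paper. The paper used the Metacycle software, which was not used here. The 3 methods named in the paper (ARSER, JTK_CYCLE and Lomb-Scargle) were written anew and run as alternatives. In simulated data with 200 rhythmic genes, the harmonic regression called 88% of them with 6 false calls. The 3 methods combined called 91% with 69 false calls. The simulated libraries had independent noise and no difference between the experiments, so these rates need not hold for the real libraries. Phase is the time of the maximum of the fitted cosine, and the phase of each experiment alone was computed in the same way.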

To study the interface of the circadian clock with excision repair, we analyzed the repair of *Arabidopsis* circadian genes as well as of the entire genome over a circadian cycle by performing XR-seq at 3-h intervals in a long day condition (ZT2-ZT23). We first examined the repair pattern of one of the key circadian clock genes, *CCA1*, a so-called “morning gene” known to be expressed at pre-dawn/dawn hours (Fig. 3a). 

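*CCA1* (AT2G46830) lies on the plus strand of chromosome 2 from 19245672 to 19248914 (TAIR10). Its TS repair was highest at ZT23, with 30.6 ± 2.86 RPKM, and lowest at ZT11, with 2.16 ± 0.375 RPKM (SD, n = 2 experiments). The ratio of these means is 14.1. It was 15.0 in experiment 1 and 13.4 in experiment 2, and both experiments had their maximum at ZT23 and their minimum at ZT11. Adding a pseudocount of 1 RPKM before the division lowered the ratio to 9.98. The TS values rest on between 91 and 1513 reads per library. A 24-h cosine explained a share of 0.871 of the variance of the 16 TS values (permutation test of the time labels, p = 1e-05, the smallest that 100000 permutations can give). Within experiment 1 the share was 0.912 (exact permutation test, p = 0.00238, n = 8) and within experiment 2 it was 0.867 (exact permutation test, p = 0.00913, n = 8). The fitted phase was ZT1.2, later than the highest time point because TS repair was still 25.6 ± 1.02 RPKM at ZT2 (SD, n = 2).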

The repair pattern of *CCA1* exhibits a dramatic oscillatory pattern of TS repair, in which the zenith (ZT23)-to-nadir (ZT11) ratio (amplitude) is 15. 

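NTS repair of *CCA1* ranged from 0.988 to 1.91 RPKM over the 16 libraries, on 37 to 123 reads per library. It was 1.39 ± 0.361 RPKM at ZT23 and 1.09 ± 0.145 RPKM at ZT11 (SD, n = 2 experiments), and the value at ZT23 was the higher in both experiments. The 24-h cosine explained a share of 0.184 of the variance of the NTS values (permutation test of the time labels, p = 0.268), and the adjusted p-value from limma was 1.00. With the experiment as a replicate block, in a permutation within experiments that was added after seeing the data, the share was 0.226 (permutation p = 0.213). The experiments differed in this respect. In experiment 1 alone the share was 0.899 (exact permutation test, p = 0.0119, n = 8), with the highest value at ZT5. In experiment 2 alone it was 0.0140 (exact permutation test, p = 0.956, n = 8). Whether the experiments differ more than by chance was not tested for *CCA1*.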

The NTS repair shows no circadian oscillation. Analysis of the entire genome over a circadian cycle showed that ~5% of the genome is repaired in a rhythmic manner (Supplementary Fig. 9). Because TCR is a major component of *Arabidopsis* DNA repair, we distinctly analyzed TS and NTS repair of each gene. The results showed that ~4000 genes exhibit a circadian pattern of repair in the TS with maxima phases spread over the entire cycle (Fig. 3b). 

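Among the 27205 genes with a TS read in at least 1 library, 1786 (6.56%) were rhythmic in the TS at an amplitude above 1 RPKM. With the experiment as a replicate block, 4174 genes (15.3%) were rhythmic, including all of the genes called without it. The pairing of libraries by experiment was visible in the values. The deviations of libraries of the same experiment from the time-point means had a median correlation of 0.508 across genes, and the first principal component, with 33.6% of the variance, had a correlation of 0.990 with the experiment. The 3 methods of the paper combined called 3061 genes, and JTK_CYCLE alone 935. Each experiment by itself gave 2540 (experiment 1) and 1738 (experiment 2) rhythmic genes, of which 961 were shared. For the genes called in experiment 1, the phases of the experiments had a median difference of 1.34 h, and 84.5% lay within 3 h of each other. Rhythmic genes were not found evenly over the range of repair levels. The lowest quartile of mean TS repair held 0 of them, with a mean of at most 1.68 RPKM and a median of 18 TS reads per gene and library, where few genes can reach the amplitude threshold, and the third quartile held 844. The largest amplitudes were those of *PRR7* (AT5G02810), with 15.8 RPKM, *CDF3* (AT3G47500), with 15.1 RPKM, and AT5G64170, with 14.3 RPKM. *CDF3* lies on chromosome 3 from 17504000 to 17506058, and its TS repair fell from 32.9 ± 1.18 RPKM at ZT2 to 2.78 ± 0.557 RPKM at ZT17 (SD, n = 2 experiments). AT5G64170 lies on chromosome 5 from 25672466 to 25676746, overlapped over 245 bp by a gene on the opposite strand, and had 31.3 ± 2.46 RPKM at ZT2 and 1.51 ± 0.201 RPKM at ZT17 (SD, n = 2 experiments).

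**Figure D1:**
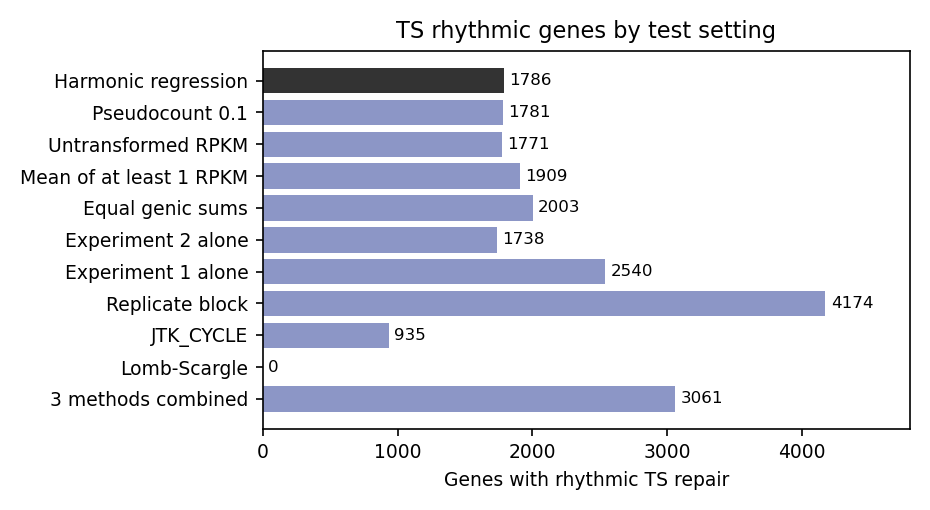
Number of genes with rhythmic TS repair (x axis) under the harmonic regression without a block (dark bar) and under 10 alternatives (light bars). The counts lie between 0 for Lomb-Scargle and 4174 with the replicate block.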

The computed phase value distribution of genes with an oscillating pattern of TS repair shows two main phases of maximum repair at dawn (ZT0 to 4) and dusk (ZT12–16) (Fig. 3c). 

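Of the rhythmic genes, 540 (30.2%) had a phase between ZT0 and ZT4 and 387 (21.7%) between ZT12 and ZT16. An even spread over the day would place 16.7% in each 4-h window. The lowest share was found between ZT20 and ZT24, with 5.32%. Called with the replicate block, the shares were 26.9% at dawn and 23.3% at dusk. Among the genes with an amplitude above 2 RPKM they were 37.1% at dawn and 15.6% at dusk, so the dusk window held no excess in this set. The experiments differed in the balance of the windows. Among the genes called in experiment 2 alone, 40.6% peaked between ZT0 and ZT4 and 11.8% between ZT12 and ZT16. In experiment 1 alone the dawn window held 16.4% of the genes, no more than an even spread, and the dusk window 23.5%. The excess in the dawn window was thus found in experiment 2 and that in the dusk window in experiment 1. The sets differ in their genes, and the windows are fixed. From ZT20 to ZT24, just before the dawn window, experiment 1 held 14.1% of its genes and experiment 2 held 4.14%. A dawn peak that lies partly before ZT0 in experiment 1 is thus not excluded. These shares describe genes, which are not independent replicates, and no test was applied to them.

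**Figure D2:**
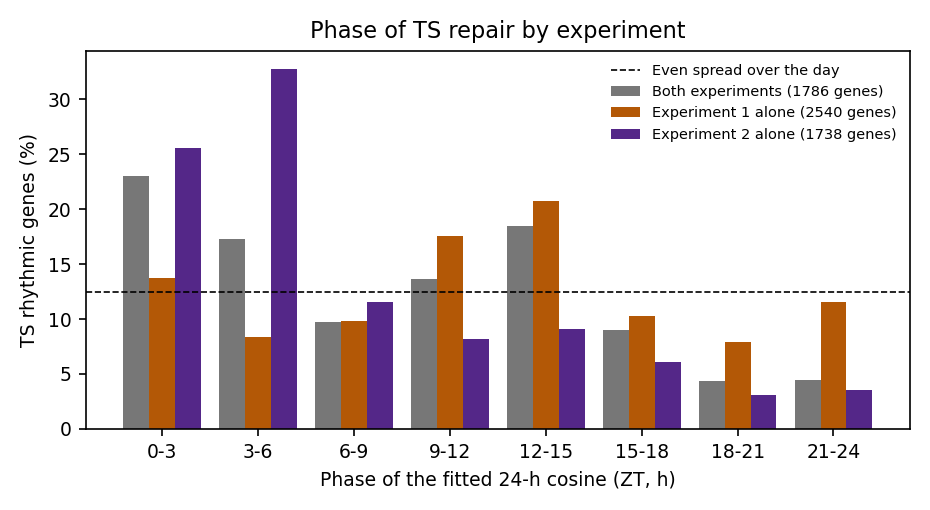
Share of TS rhythmic genes (y axis, %) by the phase of the fitted cosine in 3-h bins (x axis, ZT in h), for both experiments together (grey), experiment 1 alone (orange) and experiment 2 alone (purple), with an even spread as the dashed line. The bins from ZT0 to ZT6 are highest in experiment 2, and the bins from ZT9 to ZT15 in experiment 1.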

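In the NTS, 54 of 27204 genes (0.199%) were rhythmic at the same thresholds, and 127 with the experiment as a replicate block, for which the check of the pairing is that of the TS. Of the 54 genes, 19 (35.2%) had an NTS phase between ZT0 and ZT4, and 5 (9.26%) between ZT12 and ZT16. The windows from ZT4 to ZT8 and from ZT8 to ZT12 held 14 genes each. With the replicate block, 39 of the 127 genes (30.7%) peaked in the dawn window and 15 (11.8%) in the dusk window. The dusk window thus held fewer NTS rhythmic genes than an even spread in both sets. In experiment 2 alone 21 genes were called and in experiment 1 alone 17, too few to compare the windows within an experiment.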

Although the number of genes with oscillating repair in their NTS is minor, they exhibit the general dawn/dusk type of rhythmicity (Fig. 3c). The minor NTS repair oscillation is likely due to TCR of overlapping genes with an opposite orientation, or presumably unannotated anti-sense transcription (Supplementary Fig. 10). 

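Of the NTS rhythmic genes, 20 (37.0%) overlap an annotated gene on the opposite strand, compared with 17.8% of the other genes (odds ratio 2.71, Fisher's exact test, two-sided, p = 0.000966). In 13 of these 20 genes (65%) the overlapping gene was rhythmic in its TS, whereas this held for 6.85% of the other overlapped genes (odds ratio 25.2, Fisher's exact test, p = 4.54e-11). The NTS phase and the TS phase of the overlapping gene had a median difference of 0.378 h in these 13 pairs, and all 13 lay within 3 h of each other. Random TS rhythmic genes gave a median difference of 5.55 h (permutation test with 10000 draws, p = 0.0001, the smallest they can give). Where the spans of both genes in the tables overlap, the same reads count for both, so these phases are not independent of each other. The other 34 NTS rhythmic genes are not overlapped by an annotated gene on the opposite strand. The largest NTS amplitudes were found in AT4G31875 (7.22 RPKM), AT5G14560 (6.06 RPKM) and AT1G15825 (4.77 RPKM). AT4G31875, on chromosome 4 from 15411701 to 15412289, is overlapped over 589 bp. Its NTS phase was ZT2.9 and the TS phase of the overlapping gene ZT2.8, and its NTS repair of 18.1 ± 11.8 RPKM at ZT2 (SD, n = 2 experiments) varied strongly between the experiments. AT5G14560, on chromosome 5 from 4693964 to 4694086, had an NTS phase of ZT13.6 against ZT14.1 for the TS of the overlapping gene. For AT1G15825, on chromosome 1 from 5448149 to 5448529, the phases were ZT4.9 and ZT5.3.

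**Figure D3:**
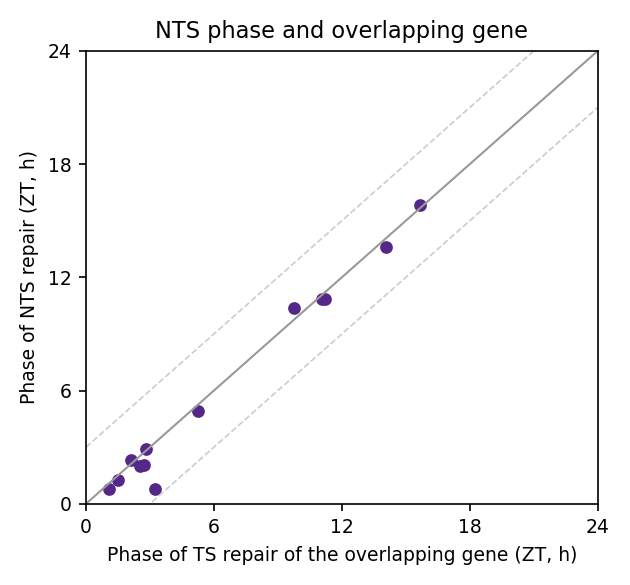
Phase of NTS repair (y axis, ZT in h) against the phase of TS repair of the overlapping gene on the opposite strand (x axis, ZT in h) for the 13 NTS rhythmic genes whose overlapping gene is TS rhythmic. The line marks equal phases and the dashed lines a difference of 3 h, and all 13 points lie between the dashed lines.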

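Of the core clock genes of Fig. 3d, 11 were matched to the tables by symbol, and NOX was not analysed here. Their mean TS repair over the 16 libraries ranged from 5.56 RPKM in *PRR9* (AT2G46790) to 21.5 RPKM in *ELF3* (AT2G25930). All 11 were rhythmic in the TS, with adjusted p-values from limma between 1.77e-08 for *LHY* (AT1G01060) and 0.0130 for *PRR5* (AT5G24470). With the experiment as a replicate block the range was 1.40e-08 to 0.00565. The amplitude was smallest in *ELF3*, and the ratio of the highest to the lowest time point ranged from 2.01 in *ELF3* to 21.6 in *PRR9*. *LHY* had 33.2 ± 4.99 RPKM at ZT23 and 1.82 ± 0.311 RPKM at ZT11 (SD, n = 2 experiments). *PRR7* had 31.3 ± 0.0546 RPKM at ZT8 and 2.51 ± 0.153 RPKM at ZT20 (SD, n = 2 experiments). *GI* (AT1G22770) had 25.9 ± 1.21 RPKM at ZT8 and 1.28 ± 0.0149 RPKM at ZT20 (SD, n = 2 experiments). The weakest rhythm was that of *PRR5*, which in experiment 2 alone was not significant (exact permutation test, p = 0.119, n = 8). Of the 55 pairs of clock genes, 44 differed in phase by more than 2.09 h, the largest difference between the experiments for any of these genes.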

Finally, the core circadian clock genes vary widely in their TS repair levels (Fig. 3d) and their repair maxima phases. Most importantly, the repair maximum phase of each clock gene coincides with its reported transcription maximum phase^27^ (Fig. 3e, Supplementary Fig. 11). 

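The phase of TS repair was ZT23.1 for *LHY*, ZT23.4 for *RVE8* (AT3G09600) and ZT1.2 for *CCA1*. It was ZT5.4 for *PRR9*, ZT7.3 for *PRR7* and ZT8.2 for *GI*. The evening genes followed with ZT12.3 for *LUX* (AT3G46640), ZT12.7 for *PRR5*, ZT13.8 for *TOC1* (AT5G61380), ZT14.4 for *ELF4* (AT2G40080) and ZT15.3 for *ELF3*. Between the experiments the phase of these genes differed by 0.726 h in *GI* at the least and by a median of 1.12 h. In every one of the 11 genes the phase of experiment 2 was the later. *ELF3* is overlapped over 183 bp by an annotated gene on the opposite strand. The transcription data to which the paper compares these phases were not analysed here.

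**Figure D4:**
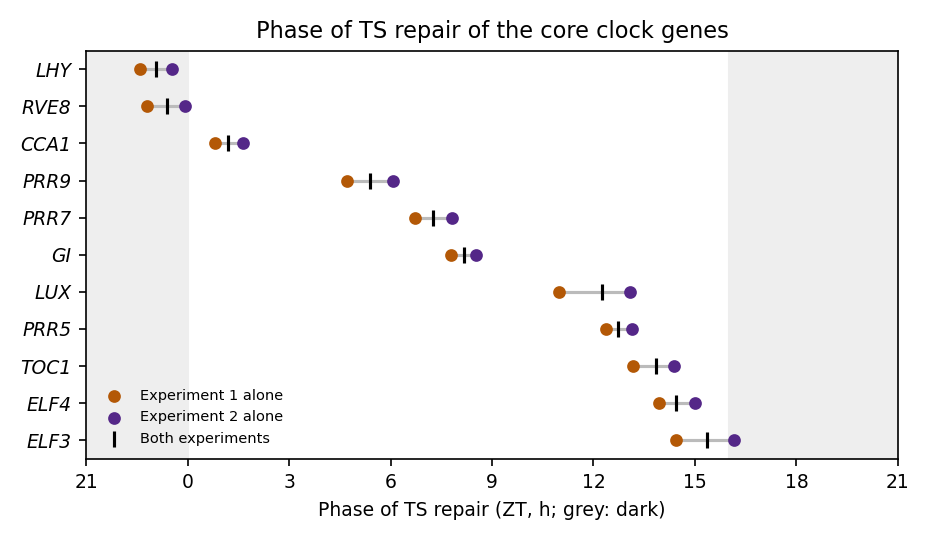
Phase of TS repair (x axis, ZT in h, dark period in grey) of the 11 core clock genes for experiment 1 alone (orange), experiment 2 alone (purple) and both experiments (black mark). The experiments lie between 0.726 and 2.09 h apart, and experiment 2 is later in each gene.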

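Mean NTS repair of the 11 clock genes ranged from 0.716 RPKM in *PRR7* to 5.06 RPKM in *LUX*, with a median of 1.46 RPKM. TS repair was 22.3 times NTS repair in *PRR7* and 2.41 times in *LUX*, where NTS repair reached 6.75 RPKM in a single library. The NTS values rest on a median of 13 reads per library in *ELF4* and up to 178 in *PRR5*. A 24-h cosine fitted to the NTS had a permutation p-value under 0.05 in 2 of the 11 genes, *PRR5* (p = 0.00725) and *ELF4* (p = 0.0212). After Benjamini-Hochberg adjustment over the 11 genes the smallest permutation p was 0.0797, so none remained. NTS repair of *LUX* and *TOC1* was higher in experiment 1 at all 8 time points, so a permutation within each experiment, with the experiment as a replicate block, was added after seeing the data. It gave a p-value under 0.05 in 4 of the 11 genes, *PRR5* (p = 0.00593), *ELF4* (p = 0.0279), *TOC1* (p = 0.0378) and *LUX* (p = 0.0493), and in 0 of them after adjustment (smallest adjusted permutation p = 0.0652). With limma, where the adjustment is over all tested genes, the smallest adjusted p-value among the 11 was 0.245, or 0.151 with the replicate block. The experiments differed here as well. In experiment 1 alone the NTS of *LUX* (exact permutation test, p = 0.0238, n = 8) and *PRR5* (exact permutation test, p = 0.0270, n = 8) varied over the day before adjustment, as did that of *CCA1*. In experiment 2 alone the smallest exact permutation p was 0.0611, in *LHY* (n = 8).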

As with other genes, the NTS repair is very low among core clock genes over the entire cycle. To conclude, the circadian clock profoundly influences TCR via rhythmic gene expression.

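The circadian section of the paper covers the genes with circadian TS repair and their phases, *CCA1*, the clock genes beside their published transcription maxima, and the lower repair of the NTS. In the values analysed here the TS rhythm had a permutation p of at most 0.00135 in each of the 11 clock genes over the 16 libraries.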

**Fig. 3:**
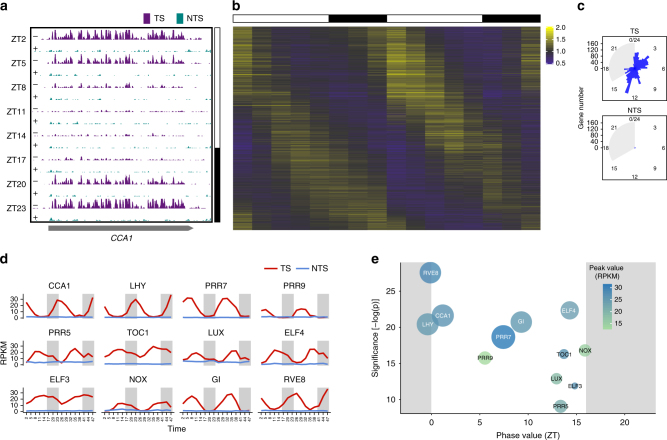
Circadian oscillation of transcription-coupled repair. **a** Repair of the of *CCA1* TS (purple) and NTS (green) at different circadian time points. **b** Heat map of the relative repair levels of ~4000 genes showing circadian repair rhythmicity in their transcribed strands. The genes are sorted by their phase values. The value represented is the observed/median repair ratio per gene. **c** Phase value distribution of the genes having an oscillating repair in their TS (top) and NTS (bottom). The plot is a circularized histogram allowing a fluent circadian scale. **d** The circadian repair profiles of the core clock genes. The *y*-axis shows the repair signal (RPKM) whereas *x*-axis represents time of the concatenated two experiments. The gray background represents the 8 h dark period. **e** Phase value (*x*-axis) vs. –log *p* value (significance of rhythmicity computed with Metacycle software, *y*-axis) profile of the core clock genes. Circle sizes indicate peak-to-trough read amplitudes and color gradient indicates peak values

### Coordinated repair of pathways

The circadian clock coordinates the expression of components of biochemical and signaling pathways in *Arabidopsis*^28^. To investigate the possibility of coordinated repair within these pathways, we performed functional enrichment analysis of the phase values for the genes with TCR oscillation. We found that specific genes involved in the same pathway are repaired most efficiently within a narrow temporal window. 

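The photosynthesis list of Fig. 4a has 20 genes in the tables, 19 of which were TS rhythmic. Of these 20 genes, 17 (85%) had a TS phase between ZT0 and ZT6, and their median phase was ZT5.1. The earliest was *FTSH1* (AT1G50250), on chromosome 1 from 18614209 to 18617063, at ZT1.0 (adjusted p = 0.0134 from limma). A gene on the opposite strand overlaps it by 292 bp. The latest was *LHCB6* (AT1G15820), on chromosome 1 from 5446462 to 5447859, at ZT6.1 (adjusted p = 0.00112 from limma), which is overlapped over 358 bp. In 7 of the 20 genes at least 1% of the 20-mers are shared with another gene of the list, so the assignment of their reads to 1 gene is uncertain. In experiment 1 alone 90% of the list peaked in this window, against 29.7% of the TS rhythmic genes with an amplitude above 2 RPKM in that experiment. In experiment 2 alone the shares were 70% and 61.8%, so the list was little above the other genes there. The cell maturation list of Fig. 4b has 10 genes, of which 9 were TS rhythmic. Of these 10 genes, 5 (50%) had a TS phase between ZT12 and ZT16, in both experiments alone as well, and the median phase was ZT12.0. The earliest was *PIP2A* (AT3G53420), on chromosome 3 from 19803655 to 19805713, at ZT2.4 (adjusted p = 0.000640 from limma). The latest was *GPK1* (AT3G17420), on chromosome 3 from 5959212 to 5962179, at ZT16.2. *GPK1* was not rhythmic without a block (adjusted p = 0.103 from limma) and was rhythmic with the replicate block (adjusted p = 0.00109 from limma), and it is overlapped over 3 bp by a gene on the opposite strand. Between the experiments the phases differed by a median of 1.38 h in the photosynthesis list and 0.691 h in the cell maturation list.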

For example, while the TCR of photosynthesis-associated genes peaked between ZT0 and ZT6 (Fig. 4a), the genes of cell maturation exhibited TCR maxima between ZT12 and ZT16 (Fig. 4b). Numerous pathways showed a repair peak at a different time of day based on the TCR oscillation of the component genes (Fig. 4c, Supplementary Fig. 12). While these oscillations demonstrate circadian clock control of gene expression, in some cases, such as light-responsive photosynthetic genes, cyclic expression is controlled directly by diurnal environmental exposures. The net effect is to enable plants to efficiently use their repair capacity to maintain biological processes throughout a day. Overall, our analysis demonstrates that plants temporally orchestrate the repair of key pathways using TCR.

**Fig. 4:**
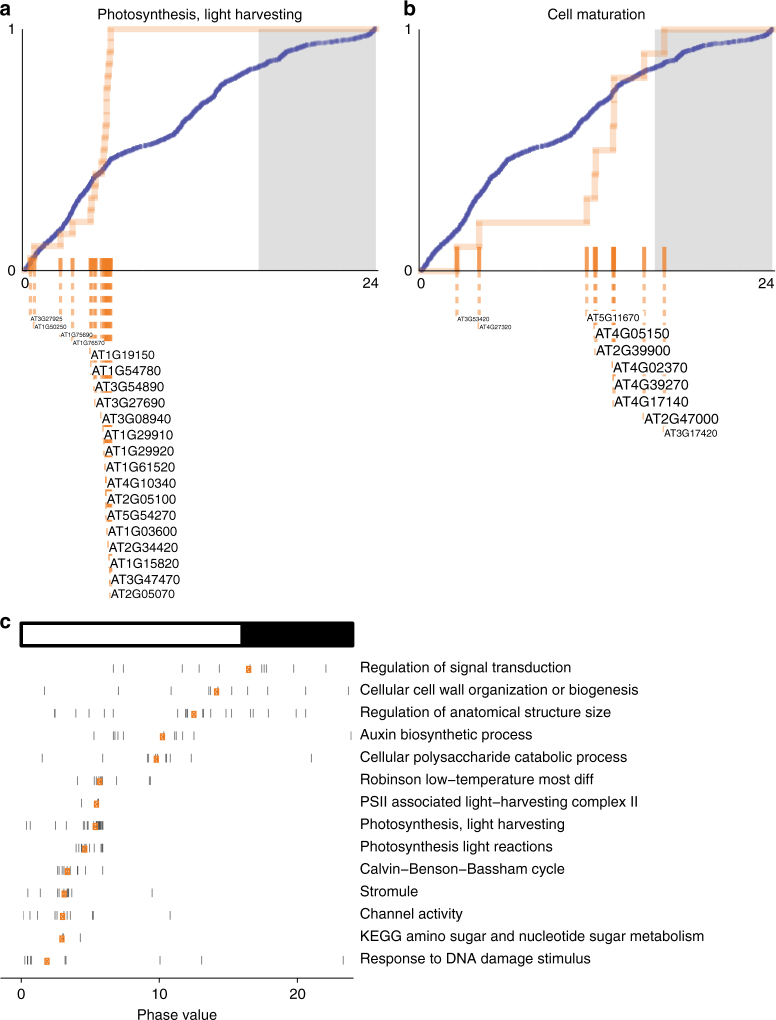
Phase set enrichment analysis of the genes with oscillating TCR. Cumulative distributions (to 100%) of the genes associated with **a** Photosynthesis, light harvesting and **b** Cell maturation categories (orange). The cumulative distributions are significantly different from the background (1453 genes with TCR oscillation, blue) based on the Kuiper test (*q* < 0.05). **c** Phase values of the genes involved in specific pathways. Each vertical bar represents a gene phase value which is aligned with the *x*-axis. Orange points represent the median phase values of the genes for each category

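The lists are those shown in Fig. 4, which passed the paper's Kuiper test on phases from the same libraries, so the p-values here describe the lists and are not an independent test of them. At an amplitude above 2 RPKM, 1171 genes were TS rhythmic here and served as the background. With the experiment as a replicate block 2023 genes were rhythmic, and the lists were not tested against these. Of the 1171 genes, 47.6% peaked between ZT0 and ZT6. The Kuiper statistic of the photosynthesis list against this background was 0.657, a value reached by none of 10000 random lists of the same size (permutation p = 0.0001, the smallest they can give). For the cell maturation list the statistic was 0.564 (permutation p = 0.0182). In experiment 2 alone the cell maturation list gave a permutation p of 0.000800, and in experiment 1 alone 0.163. The photosynthesis list kept the smallest possible p in each experiment. Phases of genes within a list are not independent replicates.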

## Discussion

As sessile organisms, plants cope with bulky DNA lesion-inducing environmental factors. They possess an excision repair mechanism to remove these lesions to ensure their genomic stability. In this study, we focused on the CPD photoproduct, which is the most abundant bulky DNA lesion caused by the UV-component of solar radiation. We monitored the genome-wide dynamics of plant excision repair by generating repair maps of CPDs for the *Arabidopsis* genome over an entire circadian period and showed transcription and circadian rhythms together create a high dynamic range in repair across a large fraction of the genome.

We investigated the effects of three regulatory mechanisms on plant excision repair: transcription, the circadian clock and chromatin state. Our data revealed that the main determinant of genome-wide excision repair profile is transcription. This transcription-driven repair exhibits circadian rhythmicity in up to 30% of genes; however, global repair does not oscillate. 

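RPKM values are relative to the reads of each library, so the total amount of repair at a time point cannot be read from them. What the libraries give is the share of genic reads that lie on the NTS, which was between 11.6% and 13.5%, with a median of 12.3%. A 24-h cosine explained a share of 0.00563 of its variance over the 16 libraries (permutation test of the time labels, p = 0.962), and a share of 0.00696 when the labels were permuted within experiments, with the experiment as a replicate block (permutation p = 0.960). The share of variance was 0.367 in experiment 1 alone (exact permutation test, p = 0.322, n = 8) and 0.211 in experiment 2 alone (exact permutation test, p = 0.597, n = 8). The difference between the time points with the highest and the lowest mean, 12.7% ± 1.08 at ZT14 and 11.9% ± 0.394 at ZT11 (SD, n = 2 experiments), had opposite signs in the experiments. Reads on genes made up 76.5% to 82.0% of a library, and the cosine explained a share of 0.0173 of this variance (permutation test, p = 0.907). No rhythm of these shares was detectable with 16 libraries.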

In mammalian cells, it was reported that global repair does oscillate, and peaks at ZT10 ^29,30^. This oscillation results from the circadian rhythmicity of XPA expression, implying that the lack of global repair oscillation in plants is due to the absence of an *XPA* ortholog. Our analysis also showed that epigenetic factors influence excision repair: the repair level in euchromatic regions is higher than heterochromatic regions due to the difference in the accessibility of repair factors to damage sites. Our result is consistent with the observation that UV causes higher mutation rates of DNA methylated cytosines in heterochromatic regions than euchromatic regions^2^.

Plant circadian studies utilizing microarray and RNA-seq methods capture the reflection of not only transcriptional but also posttranscriptional events that affect the eventual levels of mature RNA. XR-seq circumvents posttranscriptional regulation by monitoring transcription owing to the strong TCR. Our data can be used to distinguish the effects of these two regulatory systems on plant circadian clock. In general, oscillation patterns of well-characterized genes obtained by XR-seq are consistent with the earlier circadian RNA expression data^25,27^. The difference in the rhythmicity patterns of individual genes, if any, might be due to the direct measurement of transcription process by XR-seq as well as the different experimental conditions and UV irradiation.

UV stress studied here is one of the environmental DNA damaging factors that are reversed by excision repair. The accumulation of mutations in the absence of excision repair even in a UV-free condition suggests that excision repair has a broader range of substrates and thus has additional roles in maintaining genome integrity and plant fitness^2^. All these make excision repair a potential engineering target to improve yield. We believe the findings presented here should be of benefit for plant husbandry, and for crop improvements for staple plants, such as rice and wheat, which appear to have circadian clocks similar to that of *Arabidopsis*.

## Methods

### Plant materials and growth conditions

Ten-day-old seedlings of *Arabidopsis thaliana* Columbia (Col-0) accession were used. Plants were grown under a long-day condition (16 h light/8 h dark) with a cool white fluorescent light at 24 °C. Eight milligrams of seeds for each sample were surface-sterilized, and stratified for 2 days at 4 °C, and then planted on a Murashige and Skoog plate. For circadian clock experiments, seedlings were collected in 3-h intervals (ZT2, ZT5, ZT8, ZT11, ZT14, ZT17, ZT20, and ZT23).

### Excision assay

Ten-day-old seedlings were irradiated with 1 J/(m^2^s) UVC (254 nm) for 2 min (120 J/m^2^ UVC). After 30-min incubation in the dark at 24 °C, the seedlings were frozen with liquid nitrogen, and were ground using mortar and pestle. The resulting powder was resuspended in 400 µl of STES buffer (200 mM Tris⋅HCl pH 8.0, 500 mM NaCl, 0.1% SDS, 10 mM EDTA) and 400 µl of phenol:chloroform (20:1). The sample was homogenized by vortexing with acid-washed glass beads for 30 min at 4 °C, followed by centrifugation at 14,000 rpm for 10 min at room temperature. The supernatant was treated with 10 µl of RNAseA (R4642; Sigma) for 1 h at 37 °C, then with 10 µl of proteinase K (P8107S; NEB) for 1 h at 60 °C. The excision products were obtained by ethanol precipitation, and purified by immunoprecipitation with a CPD-specific antibody obtained from Cosmo Bio. (NMDND001). These fragments were 3′-end radiolabeled with [α-32P]-3′-deoxyadenosine 5′-triphosphate (cordycepin 5′-triphosphate) (Perkin-Elmer) by terminal deoxynucleotidyl transferase (NEB), and visualized on an 11% sequencing gel.

### XR-seq library preparation

Excision products were purified as above. 5′ and 3′ adapters compatible with the Illumina TruSeq Small RNA protocol were ligated to excision products. Ligation products were immunoprecipitated with CPD antibodies (CosmoBio USA), then photoreversed with photolyase. Analytical PCR was performed using one percent of the sample to decide the minimum number of cycles required for preparative scale PCR amplification (Supplementary Figure 2b). The repaired ligation products were PCR-amplified using 50- and 63-nt-long primers adding specific barcodes compatible with the Illumina TruSeq Small RNA kit. The correct size PCR products representing the library were gel purified, and then sequenced in the Illumina HiSeq 4000 (experiment 1) and 2500 (experiment 2) platforms, and single-end 50-nt reads were generated. Two experiments each with 8 samples collected at different circadian time points were performed based on the ENCODE^31^ and circadian studies guidelines^32^.

### XR-seq data preprocessing

The reads were processed with cutadapt to trim the adapter sequences (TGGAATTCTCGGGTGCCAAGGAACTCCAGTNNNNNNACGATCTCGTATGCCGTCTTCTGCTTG) from the 3′-end. Bowtie^33^ was used to align XR-seq reads onto *Arabidopsis* genome (TAIR10) with the following parameters:–nomaqround --phred33-quals -e 70. File conversions were processed with samtools^34^ and bedtools^35^. Read duplications were filtered out by keeping the unique genomic regions only.

### Read length distribution and nucleotide frequency

The read length distributions and nucleotide abundance plots were plotted using the mapped reads by custom scripts and R ggplot package for each sample. Dithymine frequencies were computed using the merged samples (16: experiment 1 and 2 with 8 time points for each) data file.

### Screenshots

Bed files were converted to bedgraph format by applying RPM (reads per million mapped reads) normalization with the --scale option^35^ followed by bigwig conversion using UCSC tools^36^. All screenshots were captured using IGV^37^. Figure 1a screenshot represents the merged samples distinctly for experiment 1 and 2.

### Genic repair levels

Strand-specific repair level for each gene was computed with bedtools^35^ and custom scripts. Gene-body and up/down-stream repair profiles were computed using the bedtools combined with custom scripts. Basically, we divided each gene into 100 bins (each representing 1% of the total gene length) independent of their length for gene body. For the flanking regions, unscaled bin-based counts were plotted. Normalization to RPBM (reads per base per million mapped reads) was applied.

Comparing TS and NTS repair values for each gene was performed by pooling two merged samples (ZT2, 8, 14, 20 and ZT5, 11, 17, 23) from each of the two experiments. Then we applied *t*-test on the four samples and corrected the *p*-values to retrieve an FDR value for each gene. FDR < 0.05 cutoff was used for the significant difference decision between TS and NTS repair.

### Chromatin states and epigenetic markers

The nine chromatin states were retrieved from Sequeira-Mendes et al.^18^. The annotations for chromatin states were obtained from Vergara and Gutierrez^38^. DNase hypersensitivity sites (SRX11100), H3K9ac (SRX1466723), H3K4me1 (DRX066785), H3K27me3 (SRX648274), H3.1 Histone Variant (SRX113876), IBM (DRX066817), HDP2 (SRX2310525) ChIP-seq data sets and DNA methylation (SRX004968) meDIP data set were retrieved from PCSD database in BigWig formats. Peaks were called by using MACS2 with default parameters^39^. All repair data sets laid over chromatin states and epigenetic factor sites are the merged sets of all time points of the two experiments.

### Expression data processing

The expression data for the core clock genes (Supplementary Fig. 11a) were retrieved from the “Diurnal Database [http://diurnal.mocklerlab.org]” using the “long day” data set. The circadian RNA-seq data sets (used in Supplementary Fig. 11b,c) were retrieved from ‘Sequence Read Archive (SRA) [https://www.ncbi.nlm.nih.gov/sra]’. The SRA accession numbers were obtained from Gene Expression Omnibus database (GSE43865)^40^. The raw sequence data sets were retrieved using the SRA toolkit and aligned with the reference genome (TAIR10) using Tophat^41^ with default options. The genic FPKM values were computed as in XR-seq data analysis with the exception that strand separation was not applied. The three sets of RNA-seq samples collected at six different circadian time points (ZT) were used to compute rhythmicity by following the same procedure in XR-seq rhythmicity analysis. To compare TS XR-seq with RNA-seq phase values, we retrieved the significantly rhythmic genes that are common in both data sets (XR-seq TS and RNA-seq) by applying the cutoffs of BH.Q < 0.05 and Amplitude >1. 1754 genes commonly found as rhythmic in both data sets were used to generate the scatter plot and the histogram of the phase value differences.

### Repair oscillation and functional phase set enrichment

The oscillation queries of the genomic bins and genes were performed using Metacycle software^42^ with the rhythmic signal detection methods ARS (ARSER), JTK (JTK_CYCLE) and LS (Lomb-Scargle). For genomic bins, we used JTK and LS methods and applied 0.05 p-value cutoff. For genic TS and NTS oscillation detection, we applied the three methods and used stricter criteria: meta2d_BH.Q (false discovery rate based on the integrated *p* values) <0.05 and meta2d_AMP (the amplitude) >1. We used PSEA tool^43^ to cluster phase values in a given biological cluster. Functional annotations were downloaded from TAIR database^44^ and reformatted to prepare for PSEA input. Genes with significantly oscillating TS repair were selected more strictly: meta2d_BH.Q < 0.05 and meta2d_AMP > 2 . We ran PSEA with the *q* and *p* value cutoffs (0.05) applied distinctly and combined the results.

### Data availability

All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number “GSE108932”. All other relevant data are available from the corresponding authors on request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

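XR-seq was performed by the authors on 10-day-old *Arabidopsis* Col-0 seedlings, grown under 16 h of light and 8 h of darkness, at 8 time points in each of 2 experiments. For each of the 16 libraries, the authors trimmed the adapters with cutadapt, aligned the reads to TAIR10 with Bowtie, removed duplicates, counted reads per gene and strand with bedtools and their own scripts, and deposited the result as RPKM, that is, reads scaled by the gene length and the reads of the library. The values of the libraries were not pooled before they were deposited. Time points and experiments were taken from the paper and from the sample titles.

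All values were read as whole numbers of reads times a fixed step per library, and this held for 100% of them. These recovered read numbers give the depth, which was 11137734 to 20605248 reads per library with a median of 14333163.5. A gene in the lowest quartile of TS repair had a median of 18 reads per library, and few such genes can reach the amplitude threshold, while 730.5 reads stood behind a gene of the highest quartile. The recovered reads were used for the pools of the strand comparison, for checks and in alternatives. The tests were run on RPKM, since the deposited values are not counts.

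Rhythmic genes were found with a cosine and a sine of 24 h fitted with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 to log2(RPKM + 1), with Benjamini-Hochberg adjustment, an adjusted p-value under 0.05 and an amplitude above 1 RPKM, or above 2 RPKM for the lists of Fig. 4. Genes with a value above 0 in at least 1 library were tested. The strands were compared with limma on log2(RPKM + 0.1) between 4 TS pools and 4 NTS pools. Single series were tested by permuting the time labels, 100000 times for 16 libraries and exactly for 8 libraries. Gene lists and pairs of genes were compared with 10000 random draws, and the orientation of pairs with 100000. Shares of genes were compared with Fisher's exact test. The other steps used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and the plots were drawn with Matplotlib 3.10.9. The harmonic regression, the 3 rhythm methods written anew and the strand test were tested on simulated data without a difference between the experiments. With 200 changed genes the strand test called 98% of them with 11 false calls, JTK_CYCLE alone called 63.5% of the rhythmic genes, ARSER alone 62% and Lomb-Scargle alone 0%.

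The pairing of libraries comes from the experiment number in the paper and the sample labels. Libraries with the same number come from the same experiment, which is also a sequencing batch, and TS and NTS pools with the same number come from the same libraries. Fits with this number as a replicate block were run as alternatives beside the fits without it. The paper's text does not name a block, and it does not say whether the *t*-test between strands was paired.

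The genes named in the text follow rules set in advance. They are the clock genes of Fig. 3, the genes at the ends of the ranges in the region of Fig. 1a and in the lists of Fig. 4a and 4b, the 3 genes with the largest TS amplitude, the 3 with the largest NTS amplitude, and the 3 with the largest and the 3 with the smallest TS/NTS ratio among genes with at least 5 RPKM on the stronger strand. The alternatives were other pseudocounts, untransformed RPKM, a minimum mean of 1 RPKM, other amplitude rules, equal genic sums, the replicate block, the 3 rhythm methods with periods of 20 to 28 h, other overlap rules and leaving out each experiment. Coordinates are those of the deposited tables (TAIR10), and the overlaps, names and sequences come from the TAIR10.1 reference, whose nuclear chromosomes are long enough to hold every listed gene.

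The chromatin states, the transcription data from GRO-seq, RNA-seq and microarrays, the genomic bins and the excision product lengths were not analysed here. The 210 organellar genes are listed at 0 in all libraries and were left out.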

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

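The tests of the difference in phase between the experiments were chosen after it had been seen in the clock genes, except the interaction of experiment and rhythm, which was chosen before. TS repair peaked later in experiment 2 than in experiment 1, by a median of 0.738 h over the 1786 TS rhythmic genes, of which 1286 (72.0%) were later in experiment 2. In the 961 genes called in each experiment alone the median was 1.03 h and 79.2% were later, and in the 11 clock genes it was 1.12 h with all 11 later. The result stood out as a difference between the groups, in a test that swapped the experiment labels within time points, after the mean of each gene had been removed from each experiment. In 4 of 100 such swaps, the real assignment included, the median shift was as large, and the largest shift of another swap was 0.908 h, so the difference is only just larger than swaps commonly give. In genes that were not rhythmic the median shift was 0.430 h and 53.1% were later in experiment 2.

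If the seedlings of experiment 2 had been collected about 1 h earlier than labelled, genes of all phases would be shifted alike. The median shift was 1.46 h in the 721 genes that peak from ZT0 to ZT6 and -0.0972 h in the 417 genes from ZT6 to ZT12. It was 0.472 h in the 490 genes from ZT12 to ZT18 and 1.37 h in the 158 genes from ZT18 to ZT24. The medians were unequal but rest on the same 16 libraries, and their differences were not tested. A uniform shift is thus not excluded. Counting experiment 2 as 1 h earlier gave 1900 TS rhythmic genes in place of 1786. Lower depth was tested by thinning the reads of experiment 1 to the depth of experiment 2, and the median shift was then 0.776 h, no smaller than before. The sequencing platform divides the libraries as the experiment does for 100% of them, so the shift cannot be told apart from a difference between sequencing batches. The interaction of experiment and rhythm was significant in 0 genes after adjustment in limma, and in 2557 of 27205 genes (9.40%) at an unadjusted p under 0.05, so no single gene could be shown to differ between the experiments. A biological difference between the batches of seedlings was not tested.

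Of 26 values compared over the 4 pools, 0 had a pool far from the others, where chance would give 1.3.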

How the results depend on the processing

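The alternatives were set before the data were examined, except voom on the recovered reads, voom with the block, the permutations within experiments, and the earlier times of experiment 2, which were chosen after seeing the data. The count of TS rhythmic genes (1786) stayed within 1.5 times of this value, from 1738 to 2540 genes across the 2 fits that each left out 1 experiment, and also with a pseudocount of 0.1, untransformed RPKM, a minimum mean, equal genic sums, the amplitude without a linear trend, no amplitude threshold, voom without a block and the earlier times. With the replicate block it rose to 4174 genes, and the counts rose to 127 in the NTS (54 without it) and 2023 at an amplitude above 2 (1171 without it). With voom and the replicate block they were 4400, 190 and 2059. The 3 methods combined gave 3061 TS and 114 NTS genes, JTK_CYCLE alone 935 TS, 10 NTS and 645 TS genes at an amplitude above 2, and Lomb-Scargle alone 0 in each of the 3 counts, with 884 TS and 128 NTS genes at an unadjusted p under 0.05. Lomb-Scargle also called none of the simulated rhythmic genes, so its counts of 0 carry no information. Without an amplitude threshold 107 NTS genes and 1971 TS genes were rhythmic. Voom without a block gave 99 NTS genes. Leaving out an experiment gave 17 to 21 NTS genes. The correlation of 0.508 between deviations of libraries of the same experiment is the value that goes with the block, since a block takes this shared part out of the residual; the cause of the other changes was not tested.

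The share of phases in the dawn window ranged from 16.4% to 40.6%, that in the dusk window from 11.8% to 23.5%, and that in both windows from 39.9% to 52.4%, across the fits that each left out 1 experiment. At an amplitude above 2 the dusk share was 15.6%, under an even spread; the cause was not tested. The ratio of *CCA1* fell from 14.1 to 9.98 with a pseudocount of 1, which shows the effect of a pseudocount on a low value. The ratio of the maximum to the minimum of the fitted cosine gave no value, because the fitted minimum was below 0. The cosine fit to the NTS of *CCA1* explained a share of the variance from 0.0140 to 0.899 across the experiments taken alone; the cause was not tested.

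The counts of genes with TS above NTS and TS below NTS stayed within 1.5 times under all alternatives run, with 20446 to 21762 and 2454 to 3686 genes. The excess of overlaps among genes with TS below NTS (22.6%) was no longer significant with an extension of 500 bp (47.1%) or with partners and gene ends from the deposited tables only (12.3%), where 34.0% of the gene starts equal those of the reference. For the NTS rhythmic genes the share of overlaps was 28.6% to 41.2% across the fits that each left out 1 experiment, and it was not significant in experiment 2 alone. The share of the cell maturation list in its window was 50% in each experiment alone, but the test passed in experiment 2 alone and not in experiment 1 alone (permutation p = 0.163), and the share was 30% with phases from untransformed RPKM. The results for the photosynthesis list and the share of genic repair on the NTS kept their side of the threshold under all alternatives run. All 11 clock genes were rhythmic with the replicate block, with the 3 methods combined, with the other amplitude thresholds and in experiment 1 alone, and 10 of them in experiment 2 alone. Of 77 comparisons of the phase of single clock genes, 6 moved by more than the SD between experiments. Only 22 of the 77 could move, since the block and the amplitude thresholds leave the phase as it is and the single experiments define the SD. Of these, 5 of 11 moved with the 3 methods combined, for which the phase is that of ARSER alone, fitted at its own period. With untransformed RPKM 1 of 11 moved. A count test on the recovered reads had been set as an alternative and was not run, because the deposited values are RPKM, and voom was run in its place. The lowest quartile of TS repair had 0 rhythmic genes, at a mean of at most 1.68 RPKM and a median of 18 reads, and the part of depth was not separated from that of the amplitude threshold.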

Differences from the paper's values

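The paper reports 4000 genes with circadian TS repair, and 1786 were found here. Of the alternatives set before the data were examined, the replicate block (4174 genes) and the 3 methods combined (3061 genes) came within 1.5 times of the paper's count. The pseudocount, the scale, the minimum mean, the amplitude without a linear trend, the amplitude threshold, the equal genic sums, the leaving out of an experiment, JTK_CYCLE alone and Lomb-Scargle alone did not. Voom with the replicate block, which was chosen after seeing the values, gave 4400 genes. ARSER alone, a part of the 3 methods that was not set as an alternative of its own, gave 3995 genes. In the simulated data the 3 methods combined made 69 false calls against 6 of the harmonic regression. Those data had no difference between the experiments, so these numbers need not hold for the real libraries.

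The paper reports that up to 30% of genes have circadian repair, and 6.56% of the tested genes were found here. None of the alternatives set before the data were examined came within 1.5 times of this upper limit, the highest share being 15.3% with the replicate block. The paper also gives a range of 10 to 30%, in which the replicate block and the 3 methods combined (11.3%) lie, while 6.56% is below it. The voom fit with the replicate block, chosen after seeing the values, gave 16.2%.

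The paper states that genes with more NTS than TS repair mostly have overlapping antisense transcription, annotated or not. An annotated gene on the opposite strand overlapped 22.6% of them here, and unannotated transcription was not analysed here. The paper describes the NTS rhythmic genes as peaking at dawn and dusk, while 9.26% of them had a phase in the dusk window here. It places the maxima of the cell maturation genes in the dusk window, which held 5 of the 10 listed genes here, with phases from ZT2.4 to ZT16.2.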

Other observations

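The orders of time labels for the rhythm counts without a block, the explanation of the block and the comparison of divergent with tandem neighbours were chosen after the result was seen, and the other tests before.

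The time labels were put in other orders within each experiment. Of 100 orders, 1, the real one, gave as many TS rhythmic genes, and the same held for the NTS rhythmic genes, for TS rhythmic genes with an amplitude above 2 and for TS rhythmic genes with the replicate block. The largest counts of another order were 286, 2, 253 and 85. Only 1 of the 99 other orders gave any TS rhythmic gene, and 3 did so with the block. The larger count with the block may come from the difference between sequencing batches, since the deviations of libraries of the same experiment had a median correlation of 0.508.

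For the comparison of strands, 1 of the 8 splits that part the TS and NTS of all 4 pools, the real split, gave as many genes with TS above NTS, and 1 of 8 gave as many with TS below NTS. With 8 such splits the share cannot fall under 0.05, so chance cannot be excluded in this way. All other splits of the 35 possible ones gave 0 genes.

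Of the NTS rhythmic genes, 34 are not overlapped by an annotated gene on the opposite strand. Their NTS phase had a median difference of 2.93 h to the TS phase of the nearest gene on the opposite strand, at a median distance of 2492.5 bp, against 5.25 h for random genes (permutation p = 0.00520). The difference to the TS phase of the same gene was 2.33 h, against 5.23 h (permutation p = 0.000300). Only 14 of the 34 genes were rhythmic in their own TS, and for only 8 was the nearest gene TS rhythmic. Most of the TS phases compared thus belong to genes without a called rhythm, so these tests say little about the source of the NTS rhythm. Readthrough or unannotated transcription and TS reads assigned to the NTS both remain candidate explanations, and the tests do not separate them.

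In 803 TS rhythmic genes with a mean NTS repair of at least 1 RPKM and no gene on the opposite strand within 500 bp, NTS repair followed the TS rhythm of the same gene in 61.4%, against 49.3% in random pairings (permutation p = 0.0001, the smallest the permutations can give). The median slope of NTS on TS was 0.0156, well below the median NTS/TS level of 0.140, and it was 0.0314, 0.0159 and 0.0116 in groups of low, middle and high TS amplitude. The share of genes that follow is the pattern itself, so its p-value does not test an explanation. A fixed share of TS reads of the same gene assigned to the NTS would give equal slopes, whereas the median slopes fell with TS amplitude. The difference between these slopes was not tested, so such reads are not excluded. A rhythm of accessibility that acts on both strands would also give slopes above 0 and was not tested.

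Adjacent TS rhythmic genes peaked close together. The 199 adjacent pairs had a median phase difference of 1.59 h, against 5.73 h for random pairs (permutation p = 0.0001, the smallest they can give). Without overlapping pairs and pairs that share 20-mers, 152 pairs remained with 1.83 h (permutation p = 0.0001). A regional difference in coverage would also bring more distant genes together, and the 135 pairs with 2 genes between them had a median difference of 3.81 h. This is larger than in adjacent pairs but smaller than the 5.73 h of random pairs. It was not tested against random pairs, so a regional difference is not excluded. Divergent pairs differed by a median of 0.767 h (43 pairs), tandem pairs by 2.31 h (86 pairs) and convergent pairs by 3.09 h (23 pairs), and the difference between tandem and divergent pairs had a permutation p of 0.0334. Coverage at the start region that divergent genes share was not tested, and no biological explanation was tested.

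A component with a period of 12 h was significant in 2 genes, with 953 at an unadjusted p under 0.05, and in 72 genes with the replicate block. Of 100 orders, 1 gave as many genes without the block. In 95.8% of the 72 genes the amplitude at 24 h was the larger, so the component may reflect 24-h peaks that are sharper than a cosine.

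The 24-h rhythm of TS repair differed between the experiments in 0 genes after adjustment, so a difference between sequencing batches in the shape of the rhythm was not found for single genes.

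The organellar genes are listed under chromosome names that do not match their identifiers. The 88 genes with the prefix of the chloroplast are listed on the mitochondrial chromosome and reach position 154312, and the 122 genes with the mitochondrial prefix are listed on the plastid chromosome and reach position 366700. All of them are listed at 0 in every library. No biological explanation was tested.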
